# Radiation-induced upregulation of FGL1 promotes esophageal squamous cell carcinoma metastasis via IMPDH1

**DOI:** 10.1186/s12885-024-12313-7

**Published:** 2024-05-03

**Authors:** Shan Huang, Jiayi Zhang, Pu He, Xinyue Cui, Yuzhu Hou, Wanghui Su, Fang Li

**Keywords:** Esophageal squamous cell carcinoma, FGL1, Radiation therapy, IMPDH1, Metastasis

## Abstract

**Background:**

While radiation therapy remains pivotal in esophageal squamous cell carcinoma (ESCC) treatment, the perplexing phenomenon of post-radiation metastasis presents a formidable clinical challenge. This study investigates the role of fibrinogen-like protein 1 (FGL1) in driving ESCC metastasis following radiation exposure.

**Methods:**

FGL1 expression in post-radiation ESCC cells was meticulously examined using qRT-PCR, western blotting, and immunofluorescence. The impact of FGL1 on ESCC cell invasion and migration was assessed through Transwell and wound healing assays. In vivo, the metastatic potential of ESCC in response to FGL1 was scrutinized using nude mice models. Comprehensive RNA sequencing and functional experiments elucidated the intricate mechanism associated with FGL1.

**Results:**

Radiation induced upregulation of FGL1 in ESCC cells through FOXO4, intensifying ESCC cell invasion and migration. Targeted knockdown of FGL1 effectively alleviated these characteristics both in vitro and in vivo. FGL1 depletion concurrently suppressed IMPDH1 expression. Rescue experiments underscored that IMPDH1 knockdown robustly reversed the pro-invasive effects induced by FGL1 in ESCC cells. ESCC tissues exhibited heightened IMPDH1 mRNA levels, demonstrating a correlation with patient survival.

**Conclusions:**

Radiation-induced upregulation of FGL1 propels ESCC metastasis through IMPDH1, proposing a potential therapeutic target to mitigate post-radiotherapy metastasis in ESCC patients.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-024-12313-7.

## Introduction

Esophageal cancer ranks as the seventh most prevalent cancer globally [1], with esophageal squamous cell carcinoma (ESCC) exhibiting a higher incidence in Asian populations and associated with relatively higher mortality rates [2]. Despite extensive research efforts, therapeutic outcomes for ESCC have shown limited improvement over recent decades compared to other extensively studied cancer types [3]. Recent studies have highlighted the significant roles of molecular mechanisms and genetic factors in the pathogenesis, progression, and treatment of ESCC. Analysis of 139 ESCC cases revealed frequent dysregulation of multiple molecular pathways, including the RTK-MAPK-PI3K pathway, cell cycle regulation, and epigenetic modifications [4]. Understanding the genetic abnormalities and molecular basis of ESCC is crucial for elucidating its pathophysiological processes and designing more effective targeted therapies. Radiation therapy serves as a cornerstone in the treatment of ESCC, traditionally focusing on inducing direct damage and cell death in tumor cells [5, 6]. However, emerging research suggests that radiation therapy may exert broader effects on tumor biology, potentially influencing tumor invasion and metastasis [7–10]. This intriguing possibility has prompted extensive exploration into the molecular mechanisms involved, with particular emphasis on the roles of fibrinogen-like protein 1 (FGL1) and inosine monophosphate dehydrogenase 1 (IMPDH1).

Fibrinogen like 1 (FGL1), a member of the fibrinogen family [11], exerts crucial regulatory roles in cell mitosis and metabolism [12, 13]. Recent studies have unveiled elevated FGL1 expression in various malignancies [14, 15], with heightened levels correlated with increased tumor invasion and metastasis [16]. Additionally, correlations have been established between FGL1 expression levels and clinical stage as well as patient outcomes in gastric cancer [16] and hepatocellular carcinoma [17]. Notably, studies have observed a notable upregulation of FGL1 expression in response to radiation, particularly evident across diverse biological contexts [18–20]. Despite the extensive exploration of FGL1 in various scenarios, its behavior in the context of radiation therapy, including its intricate interplay with molecules like IMPDH1, remains further investigation.

IMPDH1 is a critical component of the purine nucleotide synthesis pathway [21]. It plays a vital role in the de novo production of purine nucleotides, which are essential for processes like DNA and RNA synthesis and energy metabolism [22–24]. Notably, during periods of rapid cell proliferation, such as immune responses to antigens, there is an escalated demand for purine nucleotides [25–27]. It has been observed that IMPDH1 forms cytoplasmic structures during these processes, thereby facilitating the increased consumption of purine nucleotides [28]. Furthermore, the upregulation of IMPDH1 has been linked to uncontrolled cell proliferation, suggesting its potential importance in tumor initiation and progression [29, 30]. However, a thorough investigation is necessary to elucidate the specific roles and underlying mechanisms of IMPDH1 in the context of cancer.

This study unveils the significant upregulation of FGL1 after exposure to radiation and elucidates its impact on ESCC cell migration and metastasis, using both in vitro and in vivo. Additionally, our study elucidated FGL1’s role in regulating IMPDH1 expression, potentially identifying FGL1-IMPDH1 as a promising therapeutic target for ESCC.

## Materials and methods

### Cell culture and X-ray radiation treatment

ESCC cell lines (TE1 and ECA109) were procured from the National Collection of Authenticated Cell Cultures and maintained in our laboratory. These cell lines were cultured in a controlled environment at 37 °C with 5% CO_2_. TE1 cells were cultured in RPMI-1640 medium with 10% fetal bovine serum (FBS), while ECA109 cells were cultured in DMEM/high-glucose medium. ESCC cells were received 6MV X-ray radiation at a dose of 6–8 Gy, using a linear accelerator (Elekta Instruments, Inc., Stockholm, Sweden).

### Lentiviral transfection for FGL1 expression modulation in ESCC cells

Lentiviral vectors were meticulously designed and constructed for both FGL1 overexpression (FGL1-OE) and knockdown (FGL1-KD) using a lentivirus system obtained from Hanbio Biotechnology Co., Ltd. (Shanghai, China). Plasmids carrying the target genes for FGL1 overexpression and the shRNA constructs for FGL1 knockdown were carefully prepared. Plasmids carrying the target genes for FGL1 overexpression and the shRNA constructs for FGL1 knockdown were carefully prepared. Plasmids carrying random nonsense sequences served as non-specific control (NC). These constructs were then transfected into HEK293T cells, chosen for their high transfection efficiency in lentivirus production. Over a 48-hour incubation period, HEK293T cells produced lentivirus particles containing the desired genetic alterations. The lentiviral supernatants were collected from the cell culture medium and subsequently used to infect ESCC cells. Stable ESCC cell lines with modified FGL1 expression were established through puromycin selection. The success of the transfection and its resulting impact on FGL1 expression were verified through molecular techniques, including PCR and western blotting analysis. This comprehensive approach ensured the successful establishment of an ESCC cellular model with controlled FGL1 expression levels, which serves as a crucial foundation for subsequent experimental investigations.

### RNA isolation and quantitative real-time PCR (qRT-PCR)

The cDNA was synthesized from isolated RNA samples using the PrimeScript™ RT Reagent Kit (Takara Bio Inc., Shiga, Japan). qRT-PCR was performed using SYBR Premix Ex Taq™ II (Takara Bio Inc., Shiga, Japan), with β-actin used as the internal reference for normalization. Detailed primer sequences are provided in Table S1.

### shRNA transfection

For IMPDH1 or Forkhead box O4 (FOXO4) knockdown, shRNAs targeting IMPDH1( sh-IMPDH1), FOXO4 (sh-FOXO4) and non-specific control (sh-NC) were sourced from Genechem Co., Ltd.(Shanghai, China). Transfection was conducted employing Lipofectamine™3000 (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) following established protocols. Briefly, selected shRNA sequences were complexed with Lipofectamine™3000 and added to the cells, facilitating shRNA uptake. Post-transfection for 72 h, the culture medium was refreshed to remove the transfection reagent. Detailed shRNA sequences are provided in Table S2.

### Protein analysis by western blotting

Our western blotting experiments adhered to established protocols [31]. In brief, we extracted proteins from ESCC cells using RIPA lysis buffer (Thermo Fisher Scientific, Waltham, MA, USA) and subsequently subjected them to electrophoresis on a 15% SDS-PAGE gel. These proteins were then transferred onto a PVDF membrane. Prior to antibody hybridization, the membranes were cut to focus on the target bands. Following blocking, we incubated the membranes with primary antibodies, including anti-FGL1 (1:1000, ab197357, Abcam, Cambridge, United Kingdom), anti-FOXO4 (1:1000, 21535-1-AP, Proteintech, Rosemont, IL, USA) and anti-IMPDH1 (1:1000, 22092-1-AP, Proteintech, Rosemont, IL, USA), for 14 h. Subsequently, we employed secondary antibodies for a 1-hour incubation at room temperature. Signal detection was conducted using the ECL kit (Millipore, Massachusetts, USA). Data analysis was performed using NIH-ImageJ software.

### Site-directed mutagenesis and reporter gene assay

Site-directed mutations of the FOXO4- binding site within the FGL1 promoter region was performed by Hanbio Biotechnology (Hanbio Biotechnology Co., Ltd., Shanghai, China). The gene sequences of h-FGL1-pro-WT and h-FGL1-pro-MUT are in Appendix file 2. We constructed the firefly Luciferase (Fluc) reporter vector of h-FGL1-pro-WT and h-FGL1-pro-MUT as well as pcDNA3.1-FOXO4 overexpression vector. The constructed vectors were confirmed with DNA sequencing. Transcriptional activity was evaluated through the application of a luciferase assay system. The h-FGL1-pro-WT or MUT vector and pcDNA3.1-FOXO4 were co-transfected into 293T cells, with ranilla luciferase (Rluc) RL-TK used as an internal control. After a 48-hour incubation period following transfection, the quantification of fluorescence intensities was executed using the Dual-Luciferase® Reporter Assay System (Hanbio Biotechnology Co., Ltd., Shanghai, China).

### Cellular immunofluorescence staining

ESCC cells were cultured in laser confocal-specific cell culture dishes (801,001, NEST Life Science Technology Co., Ltd., Wuxi, Jiangsu, China) until they adhered to the surface. Subsequently, they were washed with phosphate-buffered saline (PBS) and air-dried. Fixation was carried out using 4% paraformaldehyde for 20 min. Following fixation, permeabilization was achieved by employing a 0.1% Triton X-100 solution. Following a thorough washing step, the cells underwent a 30-minute blocking procedure at room temperature using a 5% bovine serum albumin solution. Subsequently, the cells were incubated with primary anti-FGL1 antibodies (1:1000, ab197357, Abcam, Cambridge, UK) at 4 °C overnight. Cells were incubated with secondary antibodies conjugated with fluorescent markers (1:2000, ab150077, Abcam, Cambridge, United Kingdom) at room temperature for 1 h. DAPI (C0065-10ML, Beijing Solarbio Science & Technology Co., Ltd, Beijing, China) was used to visualize the cell nuclei for 10 min. Visualization and imaging were performed using a laser confocal fluorescence microscopy (NIKON A1, Nikon, Tokyo, Japan).

### Transwell invasion assay

A Transwell invasion assay was employed to evaluate cell invasiveness. Prior to cell inoculation, 50 µL of Matrigel (BD Biosciences, San Jose, California, USA) was applied to the upper membrane of the Transwell chamber. The cells designated for testing were prepared as a single-cell suspension without serum. A total of 2 × 10^5^ cells were seeded into the upper compartment of the Transwell unit (8-micron pore size, Corning, New York, USA), and a medium containing 10% FBS was added to the lower chamber. The inoculated Transwell chambers were then incubated in a cell culture incubator. After 24 h, the Transwell chambers were carefully removed, and cells on the upper side of the membrane were gently swabbed. Cells that had migrated through the Transwell membrane were fixed with a 4% paraformaldehyde solution and stained with 0.05% crystal violet. Subsequently, they were observed under a microscope.

### Wound healing assays

A wound healing assay was conducted to evaluate cell migration capabilities. The cells to be tested were cultured in a 6-well plate until they reached approximately 80% confluence. Once the cells had adhered to the surface and reached this confluence, a sterile pipette tip was used to create uniform scratches in the monolayer. The detached cells were removed using PBS, and serum-free medium was added to sustain further growth. The extent of cell migration into the scratched area was observed at specific time points, and the width of the scratch was measured.

### RNA sequencing

Total RNA samples were extracted, subjected to agarose gel electrophoresis, and quantified using Nanodrop. mRNA enrichment was performed using oligo(dT) magnetic beads. RNA sequencing libraries were prepared using a kit, including RNA fragmentation, first-strand cDNA synthesis using random primers, second-strand cDNA synthesis with dUTP incorporation, end repair, A-tailing, and adapter ligation for Illumina sequencing. The final library was generated through PCR amplification. Quality control of the constructed libraries was conducted using the Agilent 2100 Bioanalyzer, followed by library quantification using qPCR methods. Sequencing of the prepared libraries was performed using the Illumina NovaSeq 6000 sequencer. The sequenced data were submitted to the GEO database for further analysis (GSE264221).

### Animal lung metastasis assessment

Four-week-old male BALB/c nude mice were procured from the Animal Experiment Center at the School of Medicine, Xi’an Jiaotong University, China. The objective was to evaluate how the absence of FGL1 influences the metastatic potential of ESCC cells. To achieve this, the mice received tail vein injections of 5 × 10^7^ ECA109 cells. The experimental group received FGL1-KD ECA109 cells, while the control group received NC ECA109 cells. After the manifestation of lung metastasis in the mice, humane euthanasia was performed, followed by surgical removal of lung tissues, and subsequent calculation of metastatic nodules. The euthanasia procedure adhered to ethical guidelines and utilized the carbon dioxide (CO_2_) inhalation method, as recommended by the AVMA Guidelines for the Euthanasia of Animals: 2020 Edition. Animals were placed in a chamber pre-filled with CO_2_ gas at a concentration of 30% of the chamber volume per minute, ensuring rapid and painless euthanasia while minimizing animal suffering. All experimental protocols were conducted in strict accordance with the ethical guidelines and regulations approved by the Medical Ethics Committee of Xi’an Jiaotong University.

### Statistical analysis

Statistical analysis was conducted utilizing GraphPad Prism 9.5.1 software. Data distribution normality was assessed using the Shapiro-Wilk test. Results are presented as mean ± standard error of the mean (SEM) from at least three independent experiments. Statistical distinctions were determined using Student’s t-test or one-way analysis of variance (ANOVA) for data that adhered to normal distribution. In instances where the data deviated from a normal distribution, the non-parametric Mann-Whitney U test was employed, and outcomes were reported as medians. We employed Logrank tests to evaluate the significance of Kaplan-Meier survival curves. All statistical tests were two-tailed, and a p-value below 0.05 was deemed statistically significant.

## Results

### Radiation-induced upregulation of FGL1 in ESCC cells and its regulation by FOXO4

Given the central role of radiotherapy as a primary adjuvant approach in ESCC treatment, we examined the impact of X-ray radiation on FGL1 expression. PCR analysis showed a notable upregulation of FGL1 mRNA levels in ESCC TE1 and ECA109 cells following radiation (Fig. 1A). Western blotting analysis further illustrated a substantial increase in FGL1 protein expression post-radiation (Fig. 1B and C). Cellular immunofluorescence analysis confirmed a marked increase in FGL1 protein expression levels in ECA109 cells after radiation (Fig. 1D). Collectively, these findings establish that radiation induces upregulation of FGL1 expression.

**Fig. 1:**
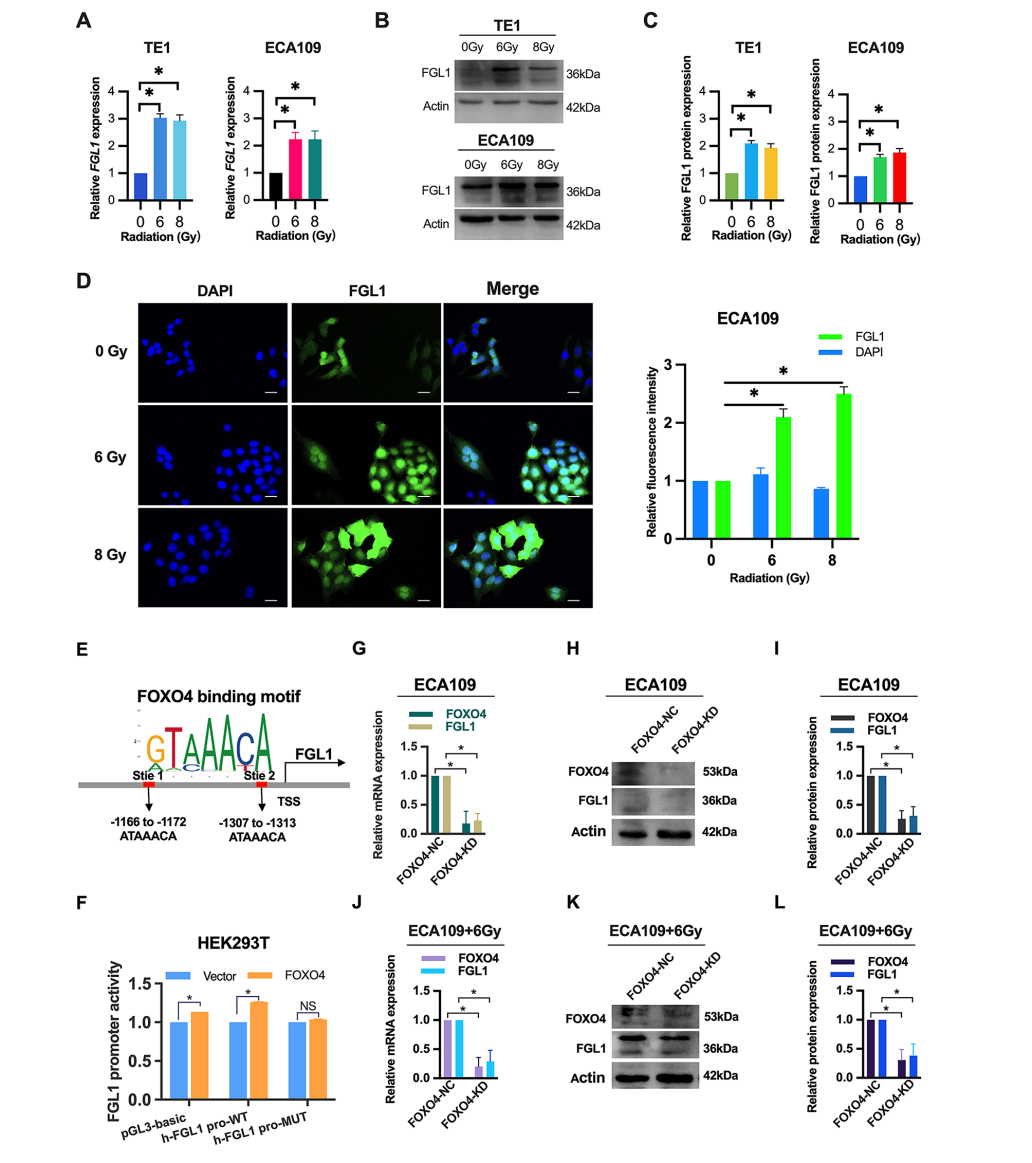
Radiation enhances FGL1 expression in ESCC cells through FOXO4. (**A**) The expression level of FGL1 mRNA was detected by qRT-PCR at 48 h after X-ray radiation. (**B-C**) The expression level of FGL1 protein was detected by western blotting at 48 h after X-ray radiation. (**D**) The FGL1 protein expression in ECA109 cells by immunofluorescence staining at 48 h after X-ray radiation. Scale bars, 25 μm. (**E**) Schematic illustration of the predicted binding site of FOXO4 in the FGL1 promoter region by JASPAR analysis. (**F**) Luciferase reporter assay demonstrating the impact of FOXO4 motif mutations on FGL1 promoter activity in KET293T cells. (**G-I**) The expression level of FGL1 and FOXO4 were assessed in ECA109 cells transfected with FOXO4 shRNA (FOXO4-KD) or random nonsense sequences (FOXO4-NC) using qRT-PCR (**G**) and western blotting (**H** and **I**). (**J-L**) The expression level of FGL1 and FOXO4 at 48 h after 6 Gy X-ray radiation were assessed in ECA109 cells transfected with FOXO4 shRNA (FOXO4-KD) or random nonsense sequences (FOXO4-NC) using qRT-PCR (**J**) and western blotting (**K** and **L**). The statistical difference was assessed with one-way ANOVA followed by Dunnett tests in **A**, **C** and **D**; two-tailed unpaired Student t test in **F**, **G**, **I**, **J** and **L**. Error bars show the SD from three independent experiments. *p < 0.05

To elucidate the molecular mechanisms underlying FGL1 upregulation, we conducted a thorough analysis of potential transcription factors using JASPAR programs(http://jaspar.genereg.net/). Our analysis identified a canonical binding motif for FOXO4 as the most promising candidate within the FGL1 promoter region (Table S3). Supporting FOXO4’s regulatory role, luciferase reporter assays demonstrated that FOXO4 overexpression significantly enhanced luciferase activity under the wild-type FGL1 promoter, while the mutated counterpart showed minimal changes (Fig. 1E and F). Loss-of-function experiments involving FOXO4 knockdown through shRNA-mediated silencing in ECA109 cells (Fig. 1G-I) revealed a substantial decrease in both FGL1 mRNA and protein levels both radiation (Fig. 1J-L), suggesting FOXO4’s direct involvement in radiation-induced FGL1 transcriptional activation. In summary, our study strongly supports radiation-induced upregulation of FGL1 in ESCC cells through FOXO4.

### FGL1 enhances ESCC cell invasion and migration

In our investigation of FGL1’s role in ESCC cells, we first conducted analyses of FGL1 expression across various wild-type ESCC cell lines. Our findings revealed that FGL1 expression was lowest in the TE1 cell line and highest in the ECA109 cell line (Fig. 2A and B). Based on these results, we selected the ECA109 cell line for FGL1 gene knockdown experiments, while the TE1 cell line was chosen for FGL1 overexpression. FGL1 overexpression was achieved using a lentivirus-mediated approach. FGL1 overexpression (FGL1-OE) was validated through PCR (Fig. 2C) and western blotting (Fig. 2D and E) in TE1 cells. Functional experiments revealed a significant increase in ESCC cell invasion and migration upon FGL1 overexpression. Transwell invasion assays demonstrated a notable enhancement of cell invasion capability post-FGL1 overexpression (Fig. 2F). Similarly, wound healing assays indicated a significant increase in cell migration upon FGL1 overexpression (Fig. 2G). These results confirm that upregulation of FGL1 enhances the invasive and migratory abilities of ESCC cells.

**Fig. 2:**
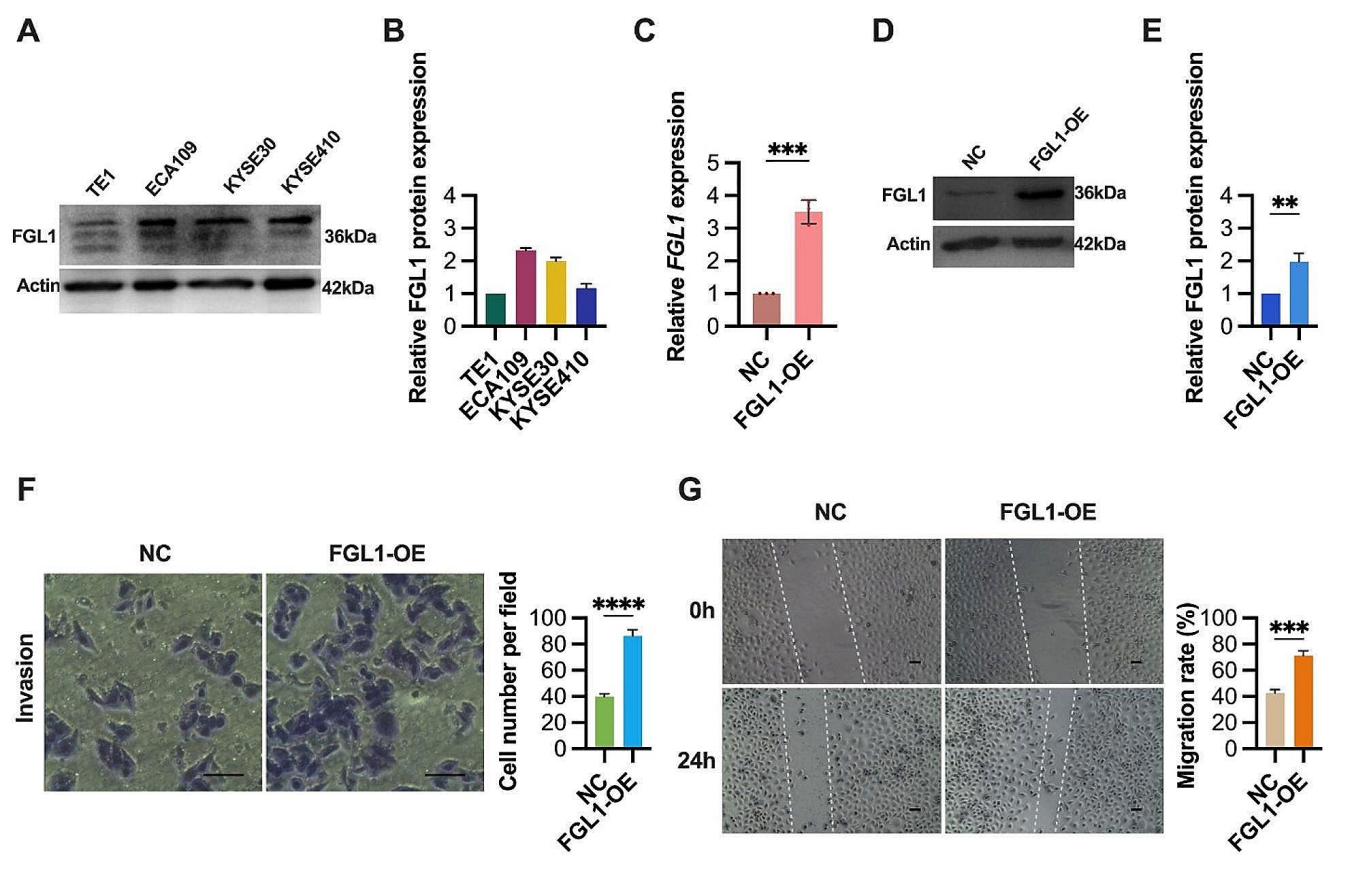
FGL1 promotes invasion and migration of ESCC cells. (**A-B**) FGL1 expression levels were assessed in ESCC cell lines by western blotting. β-Actin served as the loading control. (**C-E**) FGL1 expression levels were assessed in TE1 cells transfected with FGL1 (FGL1-OE) or random nonsense sequences (NC) using qRT-PCR (**C**) and western blotting (**D** and **E**). (**F**) The effects of FGL1 overexpression on TE1 cells invasion were evaluated by transwell invasion assay. Scale bars, 100 μm. (**G**) The effects of FGL1 overexpression on TE1 cells migration were evaluated by wound healing assay. Scale bars, 100 μm. The statistical difference was assessed with two-tailed unpaired Student t test in **C**, **E**, **F** and **G**. Error bars show the SD from three independent experiments. **p < 0.01, ***p < 0.001, ****p < 0.0001

### Suppression of ESCC cell migration in vitro and in vivo through FGL1 knockdown

To gain deeper insights into the functions of FGL1 in ESCC, we employed lentivirus-mediated FGL1 gene silencing in ECA109 cells. Transfection efficiency was validated through PCR (Fig. 3A) and western blotting analyses (Fig. 3B and C). Subsequent functional assessments revealed a significant reduction in the migratory capabilities of ESCC cells in vitro following FGL1 knockdown. Transwell migration assays demonstrated a substantial decrease in cell migration ability after FGL1 knockdown (Fig. 3D). Similarly, wound healing migration assays indicated a significant decrease in cell migration following FGL1 knockdown (Fig. 3E). These findings underscore the inhibitory effect of FGL1 knockdown on ESCC cell migration in vitro and its role in suppressing metastasis in vivo, supported by a decrease in the count of lung metastatic nodules in the xenograft model (Fig. 3F and G).

**Fig. 3:**
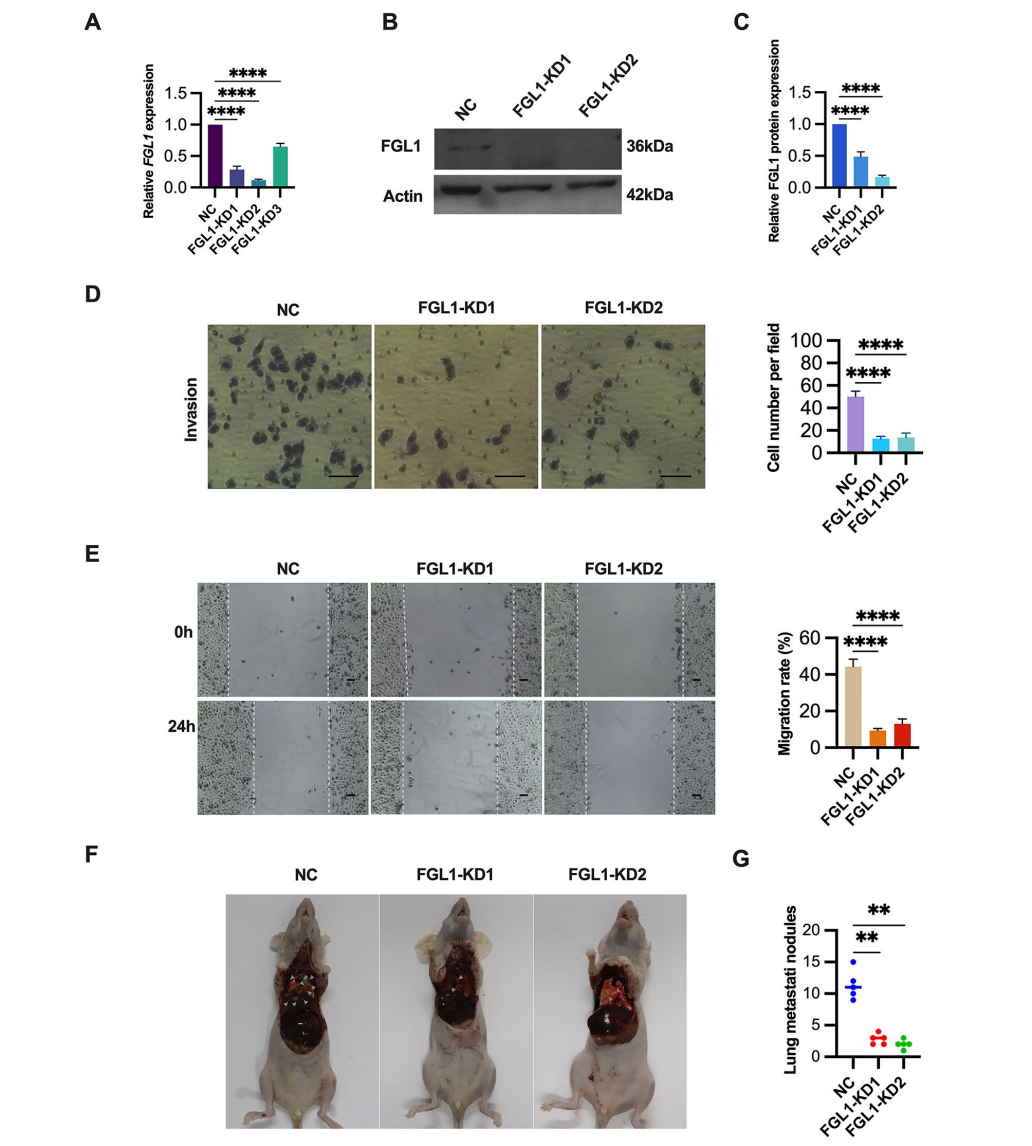
FGL1 knockdown inhibits invasion and migration of ESCC cells in vitro and in vivo. (**A-C**) FGL1 expression levels were assessed in ECA109 cells transfected with FGL1 shRNA (FGL1-KD) or random nonsense sequences (NC) using qRT-PCR (**A**) and western blotting (**B** and **C**). β-Actin served as the loading control. (**D**) The effects of FGL1 knockdown on ESCC cells invasion were evaluated by transwell invasion assay. Scale bars, 100 μm. (**E**) The effects of FGL1 knockdown on ESCC cells migration were evaluated by wound healing assay. Scale bars, 100 μm. (**F** and **G**) FGL1 knockdown resulted in decreased lung metastasis, shown by the representative image (**F**) and lung nodules number (**G**) of lung metastasis in nude mice bearing ECA109 cells. The statistical difference was assessed with one-way ANOVA followed by Dunnett tests in **A**, **C**, **D**, **E** and **G**. Error bars show the SD from three independent experiments. **p < 0.01, ****p < 0.0001

### Radiation-induced regulation of IMPDH1 expression by FGL1

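TE1 is a cell line derived from a human ESCC. RNA from 3 NC libraries and 3 FGL1-OE libraries of TE1 cells was sequenced on an Illumina NovaSeq after enrichment of mRNA with oligo(dT) beads. The sample labels give the genotype of the control cells as wild type, whereas the paper's controls carry random nonsense sequences (NC), and the name NC is used here. The authors deposited FPKM values, which are scaled for transcript length and sequencing depth, of each library in a table of 12180 protein-coding genes and a table of 33090 protein-coding transcripts, together with their own comparison of the groups. Both tables list only features with a mean of about 0.5 FPKM or more in at least 1 group. Transcripts are named by their Ensembl identifiers. The paper's text does not name the aligner, the quantification tool or the genome build. The identifiers carry the suffix of GENCODE annotation mapped back to GRCh37, so coordinates are given on that build. The tables hold no read counts, and the low FPKM values did not fall on steps of whole reads, so the depth of each library is unknown. The FPKM values listed in the gene table summed to 210904 in NC 1, 226307 in NC 2, 212325 in NC 3, 223702 in FGL1-OE 1, 213900 in FGL1-OE 2 and 215005 in FGL1-OE 3. A value of exactly 0 in these tables need not mean that a gene was silent. TUBB2B, chosen after its values were seen, is listed at 0 in NC 1 and at 5.32 FPKM or more in each of the other 5 libraries. The FPKM values were compared with limma on the scale of log2(FPKM + 1), which understates the change of features with low values, for the 12017 genes and 30330 transcripts with a mean of at least 0.5 FPKM over the 6 libraries. P-values were adjusted by the Benjamini-Hochberg method within each table. The 3 NC libraries varied more than the 3 FGL1-OE libraries. Across genes, the correlation of log2(FPKM + 1) was 0.885 between NC 1 and NC 2 and 0.981 or more between FGL1-OE libraries. The median SD of a gene within the group was 0.308 in NC and 0.121 in FGL1-OE on the log2 scale.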

To unravel the mechanism by which FGL1 promotes cell migration in ESCC cells, we conducted a thorough RNA-seq analysis(GSE264221). Specifically, we induced the overexpression of FGL1 in TE1 cells, as depicted in Fig. 4A. 

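FGL1 (chromosome 8, 17721889 to 17767874 on GRCh37) was listed at 0.0202, 0 and 0.106 FPKM in NC 1, 2 and 3 and at 33.5, 39.3 and 39.9 FPKM in FGL1-OE 1, 2 and 3. The log2 fold change was 5.21 (standard error 0.15, adjusted p = 1.29e-05 from limma with Benjamini-Hochberg adjustment). Every FGL1-OE library lay above every NC library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With a pseudocount of 0.1 in place of 1, the alternative that moved it most, the log2 fold change was 8.12. The transcript table lists 1 FGL1 transcript, ENST00000522444, at 0 FPKM in the 3 NC libraries and at 79.2, 93.5 and 94.8 FPKM in FGL1-OE 1, 2 and 3. FGL1 was the only gene tested with an adjusted p-value under 0.05, and 242 genes (2.01%) had an unadjusted p-value under 0.05. Leaving out NC 2 raised these numbers to 7 and 2618 genes.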

Our analysis pinpointed the ten most significantly upregulated genes subsequent to FGL1 overexpression (Fig. 4B), placing specific emphasis on IMPDH1 due to its well-established crucial role in tumor metastasis according to prior research.

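In the authors' deposited table of transcripts, those with a p-value under 0.05 and the largest log2FC after the FGL1 transcript are 1 transcript each of ANXA7, IMPDH1, WBP2, DCTN4, NSD2, SSBP3, PKM, ARPC2, THOC1 and RPL29, which are the 10 genes of Fig. 4B. These transcripts had log2 fold changes between 3.21 and 5.35. In limma's fit with Benjamini-Hochberg adjustment, 3 of the 10 had an adjusted p-value under 0.05, those of ANXA7 (adjusted p = 0.0166), DCTN4 (adjusted p = 0.0166) and SSBP3 (adjusted p = 0.0192). None of the 3 did when NC 3 or any 1 of the FGL1-OE libraries was left out, and only that of DCTN4 did without NC 1. Other transcripts of the 10 passed only in single fits of this kind. Those of WBP2 and NSD2 did without FGL1-OE 1 (adjusted p = 0.0490 each from limma), and that of PKM without NC 2 (adjusted p = 0.0369 from limma). In the gene table, the same 10 genes had log2 fold changes between -0.31 and 0.54 with a median of 0.04. The median was 0.25 without NC 2 and -0.026 without NC 1. None had an adjusted p-value under 0.05 in limma's fit, and 1, NSD2, had an unadjusted p-value under 0.05. The log2 fold change of NSD2 was 0.40 (standard error 0.16, exact two-sided permutation test, p = 0.1). The raised transcripts share most of their sequence with other transcripts of their gene, with a median of 0.76% of their 31-base words found in no other annotated transcript.

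**Figure D1:**
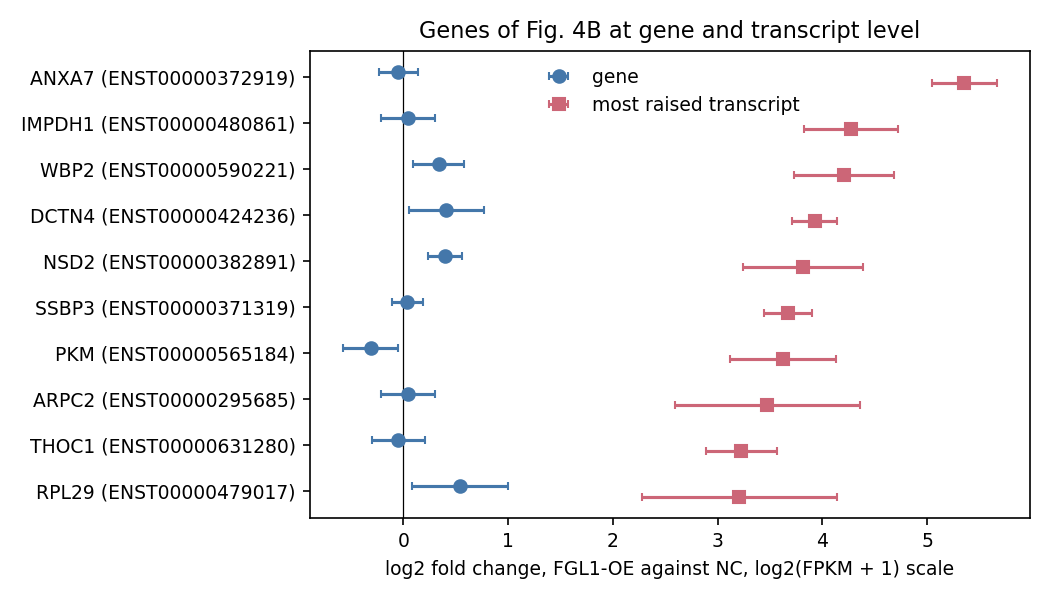
Log2 fold change of the 10 genes of Fig. 4B (horizontal axis, log2(FPKM + 1) scale, FGL1-OE against NC) in the gene table (circles) and of the most raised transcript of each gene (squares), with standard errors from limma. The genes lie between -0.31 and 0.54 and the transcripts between 3.21 and 5.35.

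IMPDH1 (chromosome 7, 128032331 to 128050306 on GRCh37) encodes an enzyme of guanine nucleotide synthesis. At the gene level it was at 22.8 ± 7.84 FPKM (SD, n = 3) in NC and 22.7 ± 2.48 FPKM (SD, n = 3) in FGL1-OE, a log2 fold change of 0.05 (standard error 0.26, adjusted p = 1.00 from limma). This difference is smaller than the spread between replicates, and its sign changed when NC 2 was left out (log2 fold change -0.24) and when FGL1-OE 1 was left out (log2 fold change -0.04). Of its 5 listed transcripts, ENST00000480861 (128032904 to 128045996) was at 1.60, 0 and 0 FPKM in NC 1, 2 and 3 and at 31.2, 27.7 and 19.3 FPKM in FGL1-OE 1, 2 and 3. Its log2 fold change was 4.27 (standard error 0.45, adjusted p = 0.112 from limma), and the groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest possible). ENST00000348127 (128032355 to 128050036) went the other way, from 30.6 ± 10.8 FPKM (SD, n = 3) in NC to 13.3 ± 3.48 FPKM (SD, n = 3) in FGL1-OE. Its log2 fold change was -1.12 (standard error 0.36, adjusted p = 1.00 from limma). ENST00000480861 took 1.19% of the summed FPKM of the IMPDH1 transcripts in NC and 62.8% in FGL1-OE, and ENST00000348127 took 89.7% and 32.6%. Every 31-base word of ENST00000480861 is also found in another annotated IMPDH1 transcript.

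**Figure D2:**
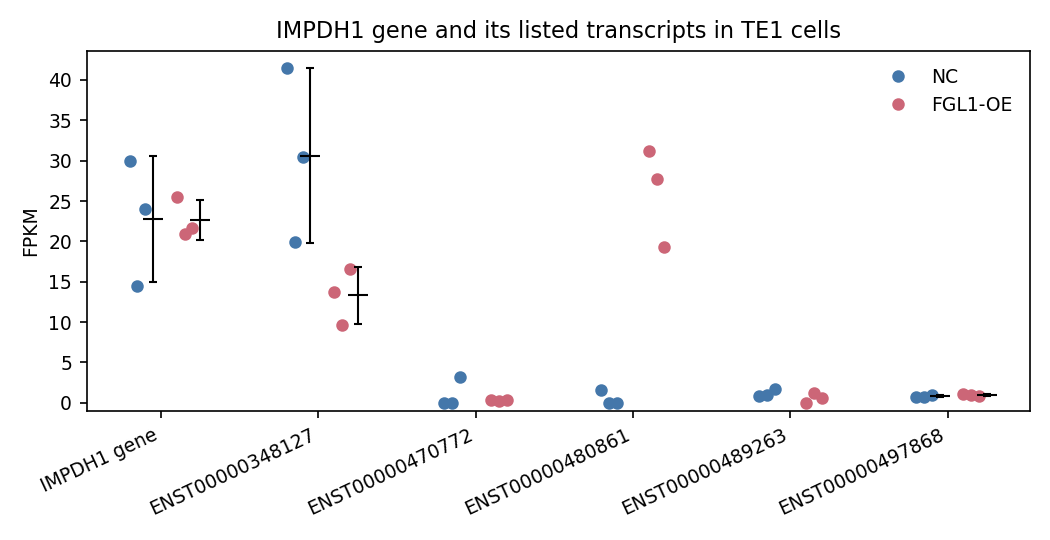
FPKM (vertical axis) of the IMPDH1 gene and its 5 listed transcripts in the 3 NC and 3 FGL1-OE libraries (points), with the mean and SD of each group (bars) where no library is listed at 0. The gene overlaps between the groups, ENST00000480861 is at 19.3 FPKM or more in FGL1-OE and 1.60 FPKM or less in NC, and ENST00000348127 is lower in FGL1-OE.

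The paper states that IMPDH1 was chosen from the genes most raised after FGL1 overexpression because of its role in tumor metastasis in earlier studies.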

**Fig. 4:**
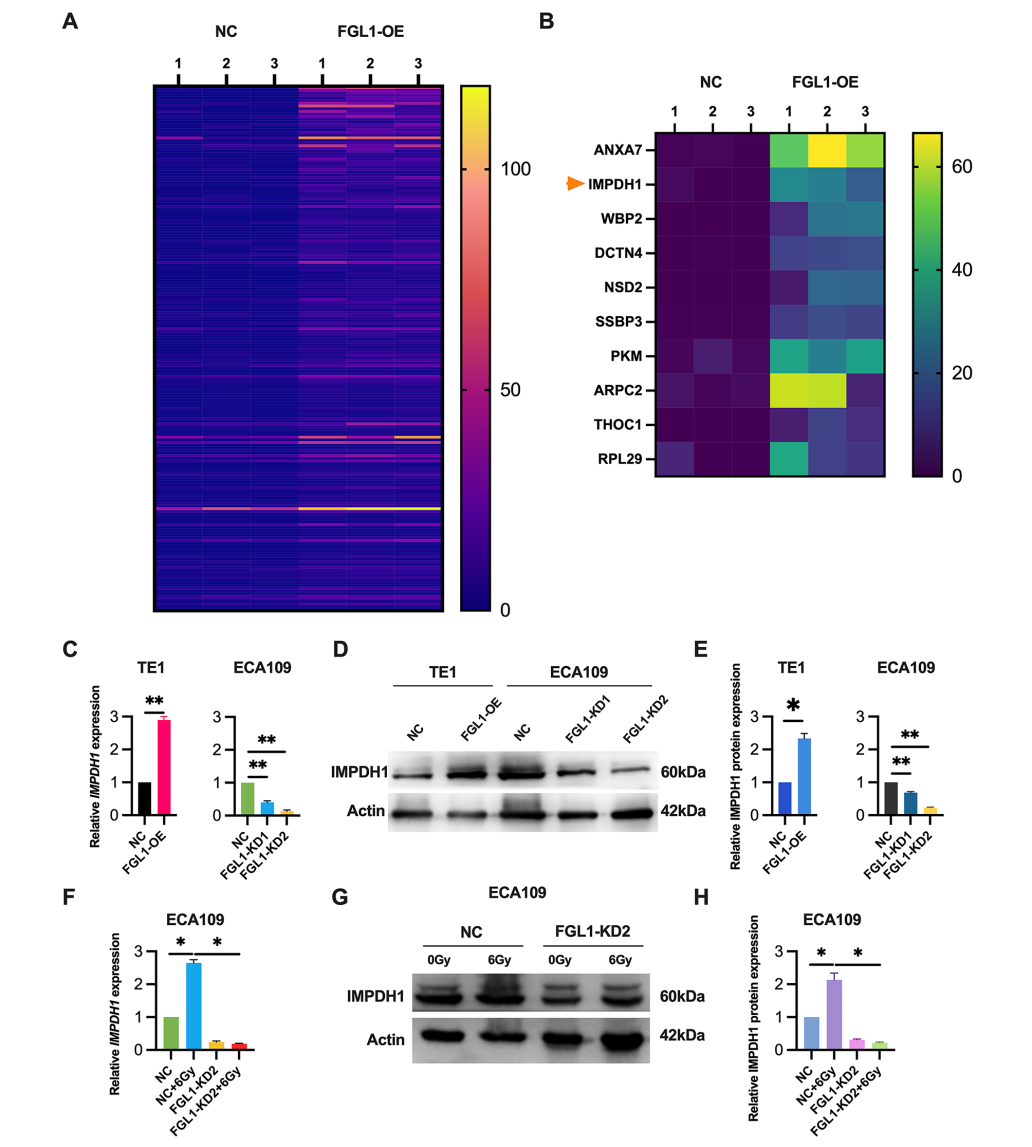
FGL1 modulates radiation-induced regulation of IMPDH1 expression. (**A**) Transcriptome analysis was performed using RNA-Seq to identify downstream target genes associated with FGL1 expression. The results unveiled a significant upregulation of 198 genes (FDR > 1, *p* < 0.05) following the overexpression of FGL1. (**B**) Top 10 upregulation target genes in (**A**) including IMPDH1. (**C-E**) IMPDH1 expression levels were assessed in TE1 cells transfected with FGL1 (FGL1-OE), and in ECA109 cells transfected with FGL1 shRNA (FGL1-KD) using qRT-PCR (**C**) and western blotting (**D** and **E**). β-Actin served as the loading control. (**F-H**) IMPDH1 expression levels were assessed in ECA109 cells transfected with FGL1 shRNA (FGL1-KD2) using qRT-PCR (**F**) and western blotting (**G** and **H**). β-Actin served as the loading control The statistical difference was assessed with the two-tailed unpaired Student t test in in C (left), **E** (left), **F** and **H**; and one-way ANOVA followed by Dunnett tests in **C** (right) and **E** (right). Error bars show the SD from three independent experiments. **p < 0.01

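The threshold printed as FDR > 1 was read as a log2 fold change over 1, together with an unadjusted p-value under 0.05. In limma's fit, 16 genes of the gene table were raised and 8 lowered by these criteria, and 385 transcripts of the transcript table were raised and 295 lowered. The choice of the variance estimate moved the transcript count most toward lower values. An ordinary linear model without moderation gave 199 raised and 147 lowered transcripts and 7 raised and 4 lowered genes. The authors' deposited tables hold the same numbers, 199 raised transcripts, of which 198 belong to genes other than FGL1, and 7 raised genes, at their p-value under 0.05 and log2FC over 1. The 199 transcripts come from 195 genes, FGL1 included. With any rise in place of 2-fold, 145 genes and 622 transcripts passed in limma's fit. After Benjamini-Hochberg adjustment over all transcripts tested with limma, 4 transcripts were raised, 1 each of FGL1, ANXA7, DCTN4 and SSBP3, and 1 transcript of HDLBP was lowered. Of these 5, only that of FGL1 passed when NC 3 or any 1 of the FGL1-OE libraries was left out, those of FGL1 and DCTN4 without NC 1, and all 5 without NC 2. Of all transcripts tested, 1071 (3.53%) had an unadjusted p-value under 0.05. The groups did not overlap for 859 genes (7.15%) and 2494 transcripts (8.22%), where chance gives 10%.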

Ensuring the robustness and reliability of our findings, we conducted meticulous validation experiments across multiple ESCC cell lines. Initially, in TE1 cells with heightened FGL1 expression, both PCR and western blotting analyses confirmed the upregulation of IMPDH1 expression, as illustrated in Fig. 4C-E. Subsequently, to further strengthen our results, we carried out experiments in ECA109 cells where FGL1 was silenced. Here, both PCR and western blotting analyses revealed a notable reduction in IMPDH1 expression levels (Fig. 4C-E). These comprehensive results suggest that FGL1 knockdown leads to a significant suppression of IMPDH1 expression. Additionally, we investigated the impact of radiation on IMPDH1 expression, demonstrating an upregulation of IMPDH1 expression post-radiation(Fig. 4F-H) in ECA109 cells. Subsequent FGL1 gene knockdown experiments showed that the radiation-induced increase in IMPDH1 expression was attenuated, as evidenced by PCR (Fig. 4F) and western blotting analyses (Fig. 4G and H). Taken together, our findings suggest that FGL1 modulates radiation-induced regulation of IMPDH1 expression.

### FGL1 drives tumor metastasis through IMPDH1

In-depth exploration into the downstream mechanisms orchestrating FGL1’s impact on ESCC cell invasion and migration homed in on the role of IMPDH1. Utilizing shRNA-mediated knockdown, IMPDH1 was efficiently silenced in TE1 cells overexpressing FGL1, resulting in a substantial reduction in IMPDH1 mRNA expression (Fig. 5A) and protein levels (Fig. 5B and C), affirming the efficacy of this intervention.

**Fig. 5:**
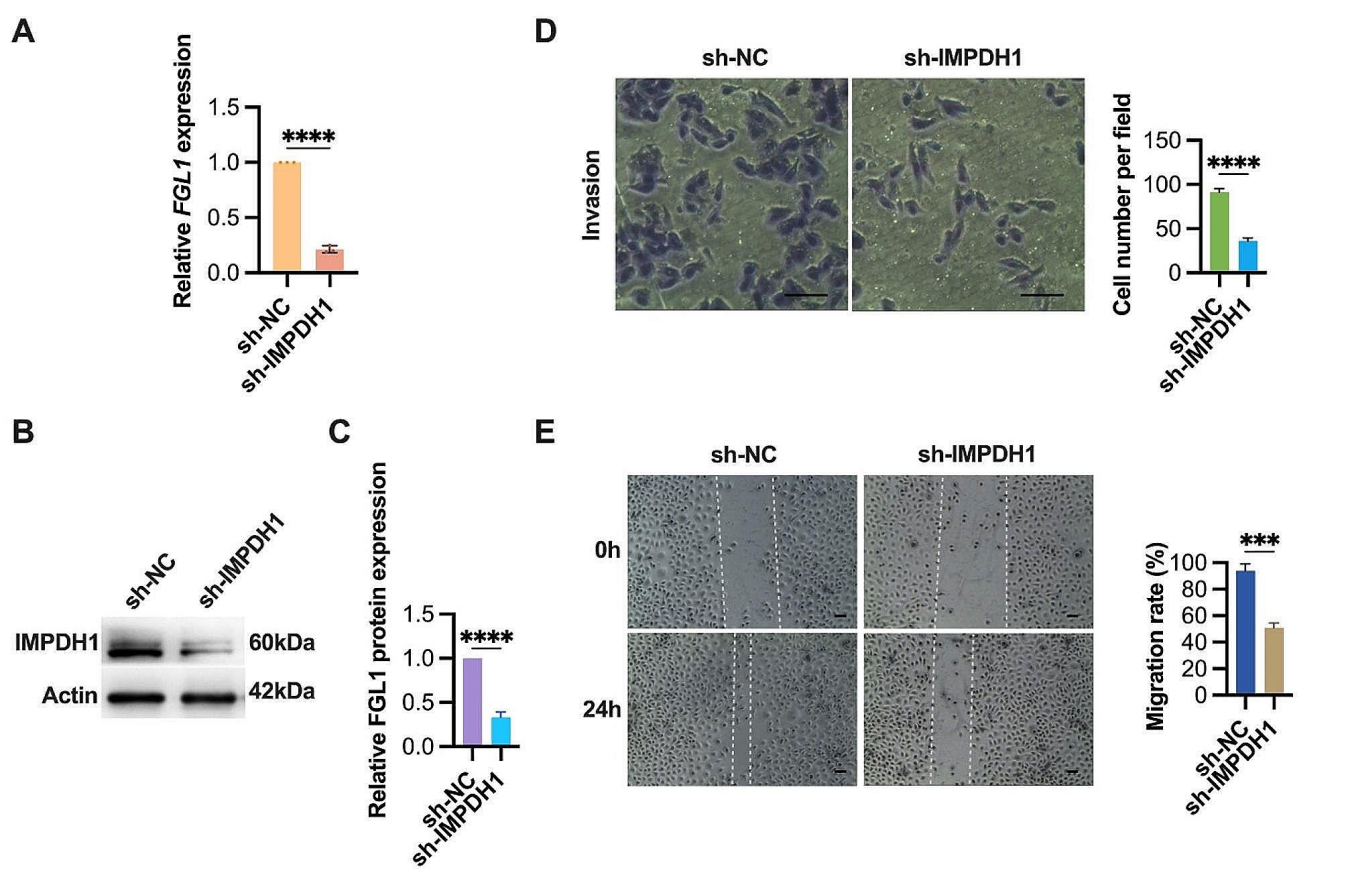
FGL1 drives invasion and migration through IMPDH1 in ESCC cells. (**A-C**) Quantification of IMPDH1 expression levels in FGL1-OE TE1 cells transfected with IMPDH1 shRNA (sh-IMPDH1) or random nonsense sequences (sh-NC) using qRT-PCR (**A**) and western blotting (**B** and **C**). β-Actin served as the loading control. (**D**) The effects of IMPDH1 knockdown on FGL1-OE TE1 cells invasion were evaluated by transwell invasion assay. Scale bars, 100 μm. (**E**) The effects of FGL1 knockdown on FGL1-OE TE1 cells migration were evaluated by wound healing assay. Scale bars, 100 μm. The statistical difference was assessed with the two-tailed unpaired Student t test in **A**, **C**, **D** and **E**. Error bars show the SD from three independent experiments. ***p < 0.001, ****p < 0.0001

Subsequent functional investigations unveiled a noteworthy attenuation in the pro-invasive effects of FGL1 with partial knockdown of IMPDH1. This attenuation was evident in a significant reduction in invasive potential, as assessed through transwell invasion assays (Fig. 5D). Furthermore, this intervention effectively countered the influence of FGL1 on cell migration, as confirmed by wound healing migration assays (Fig. 5E). These meticulous observations collectively underscore IMPDH1 as a critical downstream mechanism in the regulation of ESCC cell invasion and migration by FGL1. This provides valuable insights into the driving forces behind these phenomena and emphasizes IMPDH1’s pivotal role as a mediator of FGL1 in the regulation of ESCC cell invasion and migration processes.

### IMPDH1 expression and its potential prognostic implications in pan-cancer and ESCC

Building upon the established role of IMPDH1 in ESCC, we conducted a comprehensive analysis to assess its expression and potential prognostic implications. Employing various online tools, including TIMER2.0, UALCAN, and GEPIA, an extensive analysis of IMPDH1 gene mRNA expression across various cancer types was performed (Fig. 6A-C). The findings revealed elevated IMPDH1 expression in over two-thirds of pan-cancer cases compared to adjacent normal tissues.

**Fig. 6:**
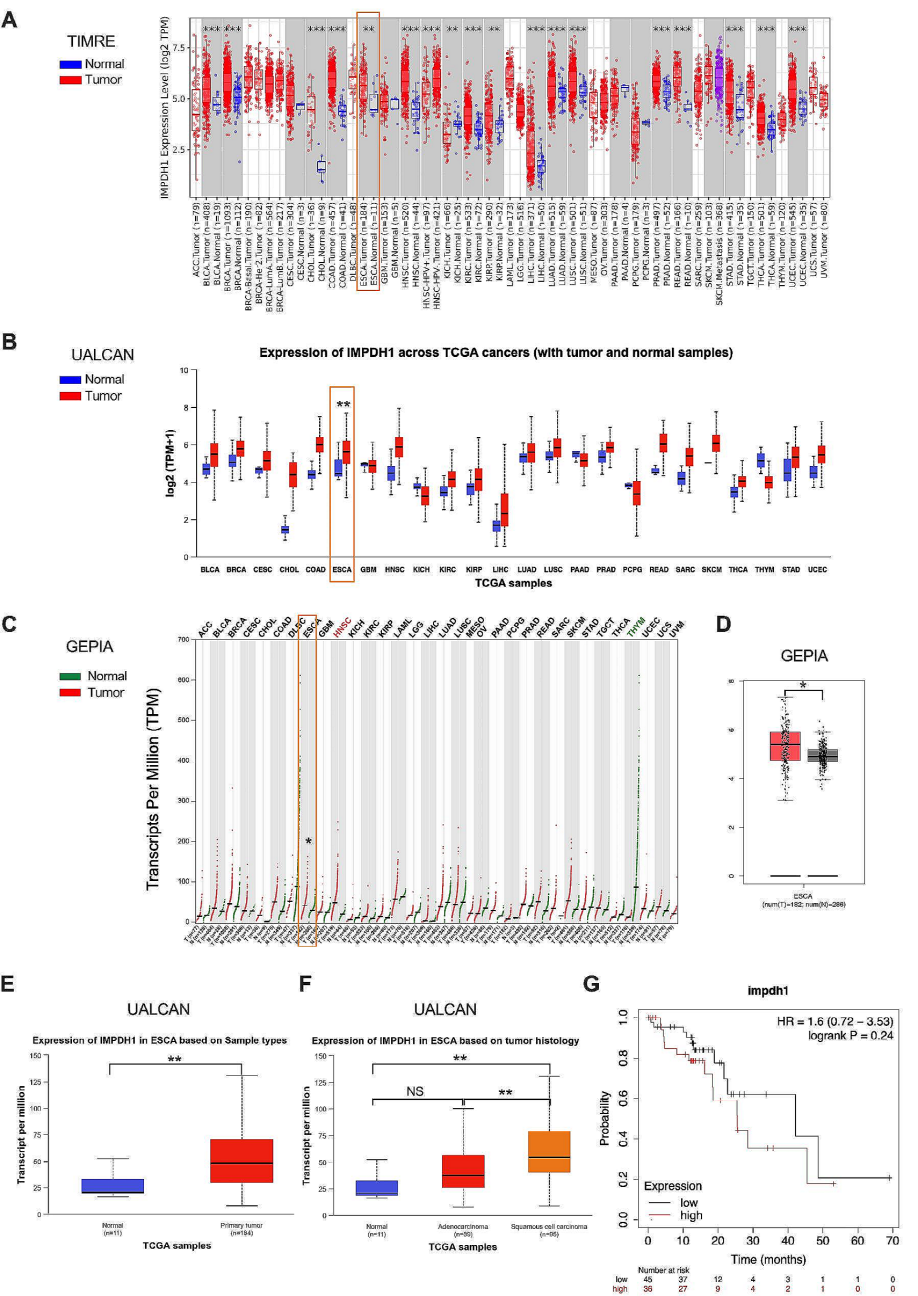
IMPDH1 is highly expressed in ESCC tissue and is related to the patient’s prognosis. (**A-C**) IMPDH1 expression in pan-cancer using TIMER2.0 **(A)**, UALCAN **(B)** and GEPIA **(C)** portals. (**D-E**) IMPDH1 expression in normal and esophageal carcinoma (ESCA) tissues using GEPIA **(D)** and UALCAN **(E)** portals. (**F**) IMPDH1 expression in esophageal squamous cell carcinoma (*n* = 95) and adenocarcinoma (*n* = 89) tissues using UALCAN portals. (**G**) Kaplan-Meier analyses of OS for esophageal carcinoma (ESCA) patients with high (*n* = 36) or low (*n* = 45) tumor IMPDH1 expression using TCGA database. The median survival time for low and high IMPDH1 expression cohort is 42.1 months and 25.5 months respectively. The statistical difference was assessed with the unpaired nonparametric Mann–Whitney U test in **A**, **B**, **C**, **D**, **E** and **F**; and the Logrank test for **G**. *p < 0.05, **p < 0.01; NS, not statistically significant

Specifically in primary esophageal carcinoma tissues, IMPDH1 mRNA levels were significantly higher than those in adjacent normal tissues, underscoring its potential significance in esophageal carcinoma (Fig. 6D and E). Further analysis within the esophageal carcinoma subtype indicated notably higher IMPDH1 expression in squamous cell carcinoma compared to adenocarcinoma (Fig. 6F, *p* < 0.01). To deepen our understanding of the relationship between IMPDH1 and patient survival, Kaplan-Meier Plotter analysis was employed (https://kmplot.com/analysis). The analysis revealed a trend where patients with high IMPDH1 expression had less favorable overall survival (OS) compared to those with low IMPDH1 expression (Fig. 6G, HR = 1.6, 95% CI: 0.72–3.53). Notably, the lack of statistical significance may be attributed to the limited sample size (36 cases with high IMPDH1 expression and 45 cases with low IMPDH1 expression). In summary, these findings underscore the pivotal role of IMPDH1 in ESCC.

## Discussion

In this study, we aimed to investigate the intricate molecular mechanisms underlying the impact of radiation therapy on ESCC, with a specific focus on the role of FGL1 in tumor migration and metastasis. Our findings shed light on the direct association between FOXO4, FGL1 and IMPDH1, highlighting the potential implications of this relationship for the response to radiation therapy.

Our study unveils for the first time the radiation-induced upregulation of FGL1 expression in ESCC, a phenomenon predominantly observed in previous research in normal tissues such as the lungs, with limited exploration in the context of tumors [18–20]. Of particular note, we discovered the direct binding of FOXO4 to the promoter region of FGL1, enhancing its transcriptional activity. FOXO4, a key member of the FOXO transcription factor family [32], regulates vital biological processes including cell proliferation, apoptosis, and metabolism [33]. Despite its context-dependent roles in cancer development [34], FOXO4 involvement in cell cycle regulation and DNA repair renders it a potential therapeutic target [35, 36]. Our study highlights the specific interaction between FOXO4 and FGL1 under radiation therapy conditions, expanding our understanding of potential mechanisms underlying radiation response in the ESCC genome. In this context, FOXO4 emerges not only as a pivotal regulatory factor but also as a promising target for future therapeutic strategies.

Our functional experiments underscore the crucial role of FGL1 in promoting the migration and invasion of ESCC cells in vitro. These findings further elucidate FGL1’s involvement in ESCC progression, consistent with emerging evidence suggesting its role in facilitating tumor metastasis in other cancer types [15–17, 37]. Importantly, through in vitro and in vivo studies, we demonstrated that depletion of FGL1 inhibits ESCC cell metastasis, highlighting the potential of FGL1 depletion in enhancing patient survival and the development of novel therapeutic targets. Interestingly, our study revealed differential expression patterns of FGL1 in ESCC cells with distinct p53 statuses. TE−1 cells with low FGL1 expression harbor mutant p53, while ECA109 cells with high FGL1 expression carry wild-type p53. Previous research has shown that FGL1 induces the generation of regulatory T cells and promotes the formation of an immunosuppressive tumor microenvironment through interactions with various immune cells [14]. Recent studies have emphasized the critical role of p53 in tumor immune regulation [38]. This observation underscores the complex interplay between FGL1 and p53 in tumor biology and highlights the need for further investigation into their relationship. Upon re-analysis of RNA sequencing data (results not shown), we found an increase in KAI1, a p53 target gene involved in metastasis, in the group of ESCC cells with high FGL1 expression [39]. This suggests that FGL1 may modulate the tumor immune environment through complex regulatory mechanisms involving p53 in tumor immune regulation. Therefore, further research is warranted to explore the interaction between p53 and FGL1 and their impact on tumor immunity.

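KAI1 is the older name of CD82 (chromosome 11, 44585977 to 44641913 on GRCh37), which encodes a tetraspanin of the cell surface. In the RNA-seq libraries of TE1 cells, the CD82 gene was at 11.8 ± 5.53 FPKM (SD, n = 3) in NC and 10.7 ± 0.889 FPKM (SD, n = 3) in FGL1-OE. The log2 fold change was -0.018 (standard error 0.34, adjusted p = 1.00 from limma), a difference smaller than the spread between replicates. Its sign was not fixed, with 0.26 when NC 1 was left out and -0.43 when NC 2 was left out. The transcript table lists 3 CD82 transcripts. ENST00000524750, a short transcript (44639820 to 44641259) with 3.71% of its 31-base words found in no other annotated CD82 transcript, was at 0.586, 0 and 0.421 FPKM in NC 1, 2 and 3 and at 4.26, 9.61 and 7.30 FPKM in FGL1-OE 1, 2 and 3. Its log2 fold change was 2.56 (standard error 0.35, adjusted p = 0.233 from limma), and the p-value in the authors' deposited table was 0.00202. ENST00000227155, the most abundant CD82 transcript, was at 20.3 ± 9.73 FPKM (SD, n = 3) in NC and 15.9 ± 1.08 FPKM (SD, n = 3) in FGL1-OE, a log2 fold change of -0.21 (standard error 0.42, adjusted p = 1.00 from limma). As a set, 28 p53 target genes had a median log2 fold change of 0.08 and 19 of them rose (adjusted p = 0.121 from limma's fry over the 4 gene lists tested). The paper describes TE1 cells as carrying mutant p53, which limits what this list can say about p53 activity in them.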

Our study reveals a mechanistic connection between FGL1 and IMPDH1, identifying IMPDH1 as a critical downstream regulator of FGL1. IMPDH1, a key enzyme in the nucleotide synthesis pathway, has been associated with cell proliferation and tumor development [24, 27, 30]. We demonstrate that radiation exposure induces the expression of both FGL1 and IMPDH1, while the radiation-induced increase in IMPDH1 expression is attenuated following FGL1 gene knockdown. Subsequent IMPDH1 knockdown experiments further support the relationship between these molecules, suggesting their involvement in radiation-induced metastasis. These findings are consistent with the concept proposed in existing literature targeting the IMPDH1/YB−1 axis to enhance metastatic renal cancer treatment [29]. From a clinical perspective, our results indicate the aberrantly high expression of IMPDH1 in esophageal cancer tissues and its close association with patient prognosis. By elucidating the molecular mechanisms underlying tumor progression and metastasis mediated by FGL1, our study contributes to a better understanding of the molecular pathways involved in post-radiation esophageal squamous cell carcinoma (ESCC), emphasizing the potential of FGL1/IMPDH1 as targets to mitigate radiation-induced tumor metastasis.

However, it’s important to note that our study carries certain limitations. We primarily focused on in vitro and in vivo experiments, and while these findings offer critical insights, further clinical investigations are paramount to confirm their clinical significance in human ESCC patients. Additionally, while we have identified IMPDH1 as a downstream regulator of FGL1, further elucidation of the exact molecular mechanisms governing their interaction remains necessary. Our research primarily concentrated on the impact of radiation-induced upregulation of FGL1, and future studies should investigate the effects of other therapeutic modalities on this pathway. Furthermore, although orthotopic and PDX models offer potential insights into tumor biology, their practical constraints led us to choose the tail vein injection model for studying metastasis in our specific context. Lastly, the complexity of the tumor microenvironment and its potential influence on FGL1 and IMPDH1 regulation necessitate additional investigation to fully comprehend the interplay between these molecules and the tumor immune response.

## Conclusion

In conclusion, our study demonstrates that radiation-induced upregulation of FGL1 promotes ESCC metastasis through IMPDH1. This research not only elucidates the molecular intricacies of radiation-induced ESCC metastasis but also unveils potential prognostic markers and therapeutic targets. While our findings hold substantial clinical promise, further investigation, including planned clinical trials, is imperative to validate these insights and advance them towards meaningful clinical application.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The raw RNA-seq data has been deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE264221. Other relevant data are provided within the manuscript or supplementary information files.

## Abbreviations

ESCC: Esophageal squamous cell carcinoma
FGL1: Fibrinogen-like protein 1
FOXO4: Forkhead box O4
IMPDH1: Inosine monophosphate dehydrogenase 1
FBS: Fetal bovine serum
shRNA: short hairpin RNA
qRT-PCR: quantitative real-time polymerase chain reaction
PBS: Phosphate-buffered saline
SEM: Standard error of the mean
NC: Negative control
OS: Overall survival
HR: Hazard ratio
CI: Confidence interval

# Supplementary material for: Radiation-induced upregulation of FGL1 promotes esophageal squamous cell carcinoma metastasis via IMPDH1
**Source:** BMC Cancer. 2024 May 3;24:557. doi: 10.1186/s12885-024-12313-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

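Each pair of primers in Table S1 defines the stretch of a transcript that qPCR copies, so a transcript that lacks either site is not measured. The primers were matched without mismatches to the transcripts of GENCODE v29. The IMPDH1 primers match 13 of the 18 annotated IMPDH1 transcripts, ENST00000348127 and ENST00000480861 included, with a product of 88 bases in each. A qPCR value with these primers is therefore the sum over these transcripts. The FGL1 primers give a product of 292 bases on 7 of the 11 annotated FGL1 transcripts, and the FOXO4 primers a product of 178 bases on 1 of 4. The forward primer for β-actin matches 6 of the 19 annotated ACTB transcripts. The reverse primer for β-actin, as printed, matches none of the 19 without mismatches. In the RNA-seq libraries of TE1 cells, the ACTB gene was at 565 ± 54.3 FPKM (SD, n = 3) in NC and 582 ± 89.9 FPKM (SD, n = 3) in FGL1-OE, a difference smaller than the spread between replicates.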

**Table S1.** Primer sequences used for qPCR.

| Gene                            |                | Sequence(5'-3')       |
|---------------------------------|----------------|-----------------------|
| <i>FGL1</i>                     | forward primer | CCTTGTTACCACCGCTCTGA  |
|                                 | reverse primer | TGGGCTCTGGAGAGGTTTGA  |
| <i>IMPDH1</i>                   | forward primer | CAGCAGGTGTGACGTTGAAAG |
|                                 | reverse primer | AGCTCATCGCAATCATTGACG |
| <i>FOXO4</i>                    | forward primer | GGAATGCCTGGGGAAATCAG  |
|                                 | reverse primer | TTGTGGCGGATCGAGTTCTT  |
| <i><math>\beta</math>-Actin</i> | forward primer | CTCCATCCTGGCCTCGCTGT  |
|                                 | reverse primer | GCTGTACCTTCACCGTTCC   |

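The shRNA targets in Table S2 were matched in the same way to the annotated transcripts. The targets of sh-IMPDH1#1 and sh-IMPDH1#2 each occur in 13 of the 18 annotated IMPDH1 transcripts, including ENST00000348127 and ENST00000480861. The target of sh-IMPDH1#3 occurs in 5, of which ENST00000348127 is 1 and ENST00000480861 is not. The 3 targets against FOXO4 each occur in 2 of the 4 annotated FOXO4 transcripts. FOXO4 was listed at 1.33 ± 0.523 FPKM (SD, n = 3) in NC and 0.870 ± 0.203 FPKM (SD, n = 3) in FGL1-OE TE1 cells, a log2 fold change of -0.30 (standard error 0.20, adjusted p = 1.00 from limma).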

**Table S2.** Sequences of shRNA.

| Name        | Sequence(5'-3')                   | Lentiviral vector |
|-------------|-----------------------------------|-------------------|
| sh-IMPDH1#1 | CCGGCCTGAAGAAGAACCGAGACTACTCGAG   | GV248             |
|             | TAGTCTCGGTTCTTCTTCAGGTTTTTG       |                   |
| sh-IMPDH1#2 | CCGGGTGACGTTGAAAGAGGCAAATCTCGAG   | GV248             |
|             | ATTTGCCTCTTTCAACGTCACTTTTTG       |                   |
| sh-IMPDH1#3 | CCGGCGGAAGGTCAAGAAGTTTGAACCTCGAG  | GV248             |
|             | TTCAAACCTTCTTGACCTTCCG            |                   |
| sh-FOXO4#1  | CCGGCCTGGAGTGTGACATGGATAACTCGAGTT | GV248             |
|             | ATCCATGTCACACTCCAGGTTTTTG         |                   |
| sh-FOXO4#2  | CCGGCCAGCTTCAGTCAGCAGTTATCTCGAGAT | GV248             |
|             | AACTGCTGACTGAAGCTGGTTTTTG         |                   |
| sh-FOXO4#3  | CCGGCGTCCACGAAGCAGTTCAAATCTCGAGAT | GV248             |
|             | TTGAACTGCTTCGTGGACGTTTTTG         |                   |
| sh-NC       | TTCTCCGAACGTGTCACGT               | GV248             |

**Table S3.** List of candidate binding sites for the promoter region of FGL1 predicted by JASPAR.

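JASPAR scores how closely a stretch of DNA resembles the bases that a transcription factor prefers, and a higher score means a closer match. The scanned region in Table S3 lies on chromosome 8 of GRCh38 from 17910366 to 17912365, which is 2000 bases. Its lower end is next to the start at 17910365 of the annotated FGL1 transcript that begins furthest upstream, since FGL1 is read toward lower coordinates. The other 10 annotated FGL1 transcripts start 14822 to 35701 bases from the end of the region, and ENST00000522444 is among them at 17885779. That transcript was listed at 0 FPKM in every NC library and above 0 only in cells given FGL1 by lentivirus. It therefore does not show which start the cells' own FGL1 gene uses. The table holds 8 FOXO4 sites of 7 bases. The highest score, 11.037, belongs to ATAAACA at 17911194 to 17911200 and at 17911053 to 17911059, which is 829 to 835 and 688 to 694 bases upstream of that start. The lowest, 7.69, belongs to GTACACA at 17910539 to 17910545, 174 to 180 bases upstream.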

| Matrix ID | Name  | Score   | Relative score | Sequence ID                     | Start | End  | Strand | Predicted sequence |
|-----------|-------|---------|----------------|---------------------------------|-------|------|--------|--------------------|
| MA0848.1  | FOXO4 | 11.037  | 0.966854746    | NC_000008.11:c17912365-17910366 | 1166  | 1172 | -      | ATAAACA            |
| MA0848.1  | FOXO4 | 11.037  | 0.966854746    | NC_000008.11:c17912365-17910366 | 1307  | 1313 | -      | ATAAACA            |
| MA0849.1  | FOXO6 | 10.993  | 0.961235516    | NC_000008.11:c17912365-17910366 | 1166  | 1172 | -      | ATAAACA            |
| MA0849.1  | FOXO6 | 10.993  | 0.961235516    | NC_000008.11:c17912365-17910366 | 1307  | 1313 | -      | ATAAACA            |
| MA0480.1  | Foxo1 | 10.7362 | 0.905607522    | NC_000008.11:c17912365-17910366 | 1216  | 1226 | -      | AGCTGTTTTTA        |
| MA0849.1  | FOXO6 | 10.6653 | 0.955625989    | NC_000008.11:c17912365-17910366 | 698   | 704  | -      | GTCAACA            |
| MA0848.1  | FOXO4 | 10.6357 | 0.958921266    | NC_000008.11:c17912365-17910366 | 698   | 704  | -      | GTCAACA            |
| MA0157.2  | FOXO3 | 9.83891 | 0.90545055     | NC_000008.11:c17912365-17910366 | 719   | 726  | -      | GTAAAAAA           |
| MA0157.2  | FOXO3 | 9.69352 | 0.902518451    | NC_000008.11:c17912365-17910366 | 1474  | 1481 | +      | GGAAACAA           |
| MA0476.1  | FOS   | 9.58744 | 0.916807256    | NC_000008.11:c17912365-17910366 | 206   | 216  | +      | TATTATTCATT        |
| MA0848.1  | FOXO4 | 8.95918 | 0.925776009    | NC_000008.11:c17912365-17910366 | 218   | 224  | -      | ATCAACA            |
| MA0848.1  | FOXO4 | 8.95918 | 0.925776009    | NC_000008.11:c17912365-17910366 | 1640  | 1646 | -      | ATCAACA            |
| MA0848.1  | FOXO4 | 8.5719  | 0.91811942     | NC_000008.11:c17912365-17910366 | 71    | 77   | +      | ATAAATA            |
| MA0848.1  | FOXO4 | 8.5719  | 0.91811942     | NC_000008.11:c17912365-17910366 | 1456  | 1462 | +      | ATAAATA            |
| MA0849.1  | FOXO6 | 8.40093 | 0.916861502    | NC_000008.11:c17912365-17910366 | 218   | 224  | -      | ATCAACA            |
| MA0849.1  | FOXO6 | 8.40093 | 0.916861502    | NC_000008.11:c17912365-17910366 | 1640  | 1646 | -      | ATCAACA            |
| MA0849.1  | FOXO6 | 8.23405 | 0.914004601    | NC_000008.11:c17912365-17910366 | 1821  | 1827 | +      | GTACACA            |
| MA0848.1  | FOXO4 | 7.68615 | 0.90060836     | NC_000008.11:c17912365-17910366 | 1821  | 1827 | +      | GTACACA            |

How the deposited data were processed for this re-analysis (not part of the article)

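RNA-seq of TE1 cells, a human ESCC cell line, was analysed for 3 NC libraries and 3 FGL1-OE libraries. The samples were grouped by the genotype in their labels and by the groups of Fig. 4A. The labels say wild type where the paper says NC. Both tables hold only protein-coding features, and columns without a known sample numbered 0.

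The authors deposited FPKM values of each library for 12180 genes and 33090 transcripts, without further scaling between libraries. The paper's text does not name the aligner, the quantification tool, their versions or the annotation. Its statistics section names Student's t-test, ANOVA and the Mann-Whitney test in general, and ties none of them to the RNA-seq. The deposited log2FC is the difference between the group means of log2(FPKM + 1), with a largest gap of 1.1e-09 in the gene table, and the deposited Fold_Change ratio is 2 to the power of it. The columns headed Exp_FPKM and Control_FPKM hold means of log2(FPKM + 1). The p-values the authors deposited are those of an ordinary linear model of log2(FPKM + 1) on group, with a median gap of 2.7e-10 in log10 p for genes and 2.2e-10 for transcripts, and the q-values of the transcript table were adjusted over more transcripts than the table lists, since the smallest is 44858 times its p-value. The gene FPKM is not the sum of the transcript FPKM.

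The feature identifiers end in the suffix GENCODE gives to annotation mapped back to GRCh37. Of 32235 transcripts matched to GENCODE v29 on GRCh38, 223 had the same coordinates there. Coordinates of the tables are therefore given on GRCh37, and GENCODE v29 was used only for transcript sequence, length and GC content and for the coordinates of Table S3, which are on GRCh38. A GC content and a length were found for 97.4% of the listed transcripts and 96.3% of the genes.

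The depth of the libraries is unknown. FPKM times length of genes with 1 listed transcript and under 1 FPKM had no period of whole reads. The strength of the strongest period was between 0.0897 and 0.115 in the 6 libraries, against up to 0.119 with lengths shuffled in 20 draws each. No intervals from counts are given. The listed gene FPKM summed to 210904 to 226307 per library.

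Features with a mean of at least 0.5 FPKM over the 6 libraries, 12017 genes and 30330 transcripts, were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on log2(FPKM + 1) with a pseudocount of 1, no covariates and no scaling between libraries. P-values were adjusted by the Benjamini-Hochberg method within each table, with a threshold of 0.05. Single features also had an exact two-sided permutation test, whose smallest p-value is 0.1. In addition, 4 gene lists fixed in advance (p53 targets, epithelial-mesenchymal transition, purine synthesis and interferon response) were tested with limma's fry and with camera with an estimated correlation. The lists of immediate early genes and of sterol and fatty acid synthesis genes were added after seeing the data. Tests beside other splits used the 10 splits of the 6 libraries into 3 and 3. Sequence matching used Python 3.11.15 and words of 31 bases.

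The features named in the text are FGL1, IMPDH1, IMPDH2, CD82, FOXO4, ACTB, the 10 genes of Fig. 4B, and from each table the 5 largest rises and 5 largest falls among features whose groups do not overlap and whose adjusted p-value (or unadjusted p-value, where fewer than 5 pass) is under 0.05. Some features that these rules pick are not reported here. Transcripts of these genes, and genes or transcripts named for a count or a pattern, were chosen after their values were seen.

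The same code was tested on simulated data with 200 changed features. Of 12017 simulated genes, 58.0% of those changed by a log2 value of 1 and 97.5% of those changed by 2 were recovered, with 4.13% and 3.94% of the calls false. Of 30330 simulated transcripts, 0% of those changed by 2 and 88.0% of those changed by 4 were recovered, with 6.88% of the calls false at 4. The simulated noise was independent between features and equal in both groups. In the real libraries the median SD of a gene was 0.308 in NC and 0.121 in FGL1-OE, and genes varied together. The rates may therefore overstate what the 6 libraries recover. In a simulated test of gene lists on 12017 genes, a list of 30 genes shifted by 0.5 had a fry p-value of 0.000253 and an unshifted list 0.591. A GC trend put into 1 simulated library had a rho of 0.756 with GC content before and 0.00368 after removal, over 11631 genes.

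Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a mean of at least 1 FPKM, scaling to a common sum (TPM), quantile normalization, a replicate block, leaving out each library, other variance estimates, other fold criteria, the deposited p-values and sums of the transcript table. Removal of the GC and length trend was added after seeing the data. Results from qRT-PCR, western blotting, radiation and patient tissue are not analysed here.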

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

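The tests of the HDLBP transcript ENST00000427487 below were set before their own values were seen.

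ENST00000427487 was a transcript outside the genes the paper discusses with an adjusted p-value under 0.05. It was at 34.4, 17.3 and 36.4 FPKM in NC 1, 2 and 3 and at 0, 0.0836 and 0 FPKM in FGL1-OE 1, 2 and 3, a log2 fold change of -4.82 (standard error 0.34, adjusted p = 0.0305 from limma), lower in 3 of 3 FGL1-OE libraries. Over its alternatives the adjusted p-value went from 0.0121 to 0.540, and of the fits that left out 1 library it was under 0.05 only without NC 2. Lower transcription of the whole gene is argued against by the HDLBP gene, whose log2 fold change was 0.086 (standard error 0.17, adjusted p = 1.00 from limma). ENST00000427487 has 7.83% of its 31-base words in no other annotated transcript of the gene, and other HDLBP transcripts with as little sequence of their own also moved between single libraries (ENST00000452931 was at 41.1 FPKM in FGL1-OE 2 and 0.629 FPKM or less in the other FGL1-OE libraries), so a change of assignment between transcripts and a change of splicing with FGL1 cannot be told apart, since the tables hold no reads to decide between them. The fall may be either.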

How the results depend on the processing

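Alternatives are those set before the data were examined, except the removal of the GC and length trend, which was chosen after seeing the data. The cause of a change was not tested unless stated.

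The log2 fold change of FGL1 kept its direction and an adjusted p-value under 0.05 in every alternative run, from 5.11 to 8.12. The number of genes with an adjusted p-value under 0.05 was 1 in limma's fit and 2 with an ordinary linear model (FGL1 and FAM234B) and with the GC and length trend removed (FGL1 and WDR45B), and ranged from 1 to 7 across the 6 fits that each left out one replicate, with 7 without NC 2. In that fit 2618 genes had an unadjusted p-value under 0.05, against 242 with all libraries. For transcripts the number was 5, with 29 for a pseudocount of 0.1, 3 for an ordinary linear model and 1 to 28 across the 6 fits that left out one replicate, 28 without NC 2.

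Raised genes at p 0.05 and 2-fold numbered 16, against 39 with a pseudocount of 0.1, 32 after scaling to a common sum (TPM), 7 with an ordinary linear model or with the deposited values, 145 for any rise, 66 for 1.5-fold, 37 for the fold of mean FPKM, and 14 to 42 across the fits that left out one replicate (42 without NC 2). Raised transcripts numbered 385, against 199 with an ordinary linear model or the deposited values, 622 for any rise, 609 for 1.5-fold and 382 to 708 across the fits that left out one replicate (708 without NC 2).

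The log2 fold change of the IMPDH1 gene ranged from -0.24 to 0.26 across the fits that left out one replicate, and no alternative brought its adjusted p-value under 0.371. The IMPDH1 transcript ENST00000480861 kept its direction in every alternative run, and its adjusted p-value stayed between 0.0686 and 0.691. The CD82 gene ranged from -0.43 to 0.26 in the same fits and was at 0.017 with the GC and length trend removed. The median of the genes of Fig. 4B was 0.40 when the transcript table was summed per gene, against 0.04 in the gene table, where it ranged from -0.026 without NC 1 to 0.25 without NC 2 across the fits that left out one replicate. The median change of share was 54.0 percentage points for the most raised transcript and -8.87 for the most abundant transcript. The latter is a midpoint between 2 kinds of genes. The most abundant transcript was the one with the highest mean over NC and FGL1-OE together, so a rise in FGL1-OE itself favours its choice. In WBP2, DCTN4, NSD2 and SSBP3 it is the raised transcript, with a rise of 66.5 to 95.3 points. In NC those transcripts took only 0% to 1.18% of their gene, so they were not the main ones there. In the other 6 genes it is another transcript, with a change of -57.1 to -20.8 points in 5 and of 3.01 points in RPL29. The 4 gene lists kept their direction and stayed above an adjusted p-value of 0.05 in every alternative run.

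Among single features, ENST00000470772 of IMPDH1 changed sign with a pseudocount of 0.1 (0.23) and ARPC2 with the GC and length trend removed (-0.028). Across the fits that left out one replicate, the log2 fold changes ranged from -0.67 to 0.36 for ENST00000470772, -0.66 to 0.088 for ENST00000227155 of CD82, -0.087 to 0.11 for ACTB, -0.17 to 0.081 for ANXA7, -0.19 to 0.33 for ARPC2, -0.016 to 0.76 for DCTN4, -0.035 to 0.12 for SSBP3 and -0.28 to 0.19 for THOC1. Counting each of the other results once per alternative, 29 combinations became weaker, all of them among the single transcripts of FGL1, ANXA7, DCTN4, SSBP3 and HDLBP that had an adjusted p-value under 0.05, and 10 became stronger.

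Whether the replicate numbers pair the libraries was not settled. Same-numbered libraries deviated together with a correlation of 0.345, 0.282 and -0.061 across genes, which are not independent replicates. Libraries with different numbers were not compared in this way. With the replicate block, 0 transcripts had an adjusted p-value under 0.05 (1053 an unadjusted one), and FGL1 was the 1 gene that had.

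The depth is unknown, so no limit from counts can be set on values listed at 0. Transcripts were simulated with independent noise of the variance pooled over both groups. There, 0% of changes of 2 on the log2 scale were recovered at an adjusted p-value of 0.05. Smaller changes of single transcripts are thus below what the 6 libraries resolve.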

Differences from the paper's values

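The paper reports 198 genes as upregulated in the legend of Fig. 4A. With a log2 fold change over 1 and an unadjusted p-value under 0.05 from limma, 16 features of the gene table and 385 features of the transcript table were raised. For the gene table, the alternative of any rise gave 145, within 1.5 times of the paper's 198, and the other alternatives set before the data were examined did not close the gap. For the transcript table, an ordinary linear model and the deposited p-value and fold change each gave 199, of which 198 in the deposited table belong to genes other than FGL1. The 199 deposited transcripts come from 195 genes, FGL1 included, so 198 matches a count of transcripts and not of genes. The other alternatives set before the data were examined did not close the gap.

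The paper's fold change of FGL1 mRNA by qRT-PCR in FGL1-OE TE1 cells is about 3.5 in Fig. 2C, read by eye. The RNA-seq fold change on the FPKM + 1 scale was 37.0. Because FGL1 was at 0.106 FPKM or less in NC, this value is set by the pseudocount, and it was 278 with a pseudocount of 0.1, 147 after scaling to a common sum (TPM) and 89.8 with the transcript table summed per gene. The paper's fold change of IMPDH1 mRNA by qRT-PCR in these cells is about 2.9 in Fig. 4C, read by eye. The RNA-seq fold change of the IMPDH1 gene was 1.03. None of the alternatives set before the data were examined closed either gap.

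The paper lists 10 genes as the most upregulated in Fig. 4B. In the gene table none of them had a log2 fold change above 0.54. The deposited transcript comparison ranks transcripts of these 10 genes directly after the FGL1 transcript. In limma's fit with an unadjusted p-value under 0.05, transcripts of OGDH (log2 fold change 4.22) and CTSB (3.82), named after their values were seen, lie among them. The paper states that KAI1 increased with high FGL1. The log2 fold change of the CD82 gene was -0.018, and that of its transcript ENST00000524750 was 2.56, with a p-value of 0.00202 in the authors' deposited table and an adjusted p-value of 0.233 from limma.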

Other observations

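The tests of whole-gene transcription for the genes of Fig. 4B, of the raised features across splits, of the residual component across splits, and of GC content and splits for the lists were chosen after the result was seen. The other tests were set before their values were seen.

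NC 1 and NC 2 differed more from each other than the groups did. The SD of their log2 difference across genes was 0.770, against 0.264 to 0.313 between FGL1-OE libraries. Pairs of libraries from different groups had 0.306 to 0.579. The difference followed the GC content of the transcripts (Spearman rho 0.784 across 11631 genes, which are not independent replicates), and removing the GC and length trend took away 52.0% of the variance within NC and raised their correlation from 0.885 to 0.951, still below the 0.986 of the lowest FGL1-OE pair. A GC-dependent step of library preparation is a candidate source of part of the spread. Length followed the difference less (rho -0.22) and cannot be told apart from GC content, with which it varies. The 10 genes with the highest mean took 5.23% of the listed FPKM in NC 1, 19.0% in NC 2 and 8.73% in NC 3, and 11.6% to 12.4% in the FGL1-OE libraries. Without them the correlation of NC 1 and NC 2 was 0.884, against 0.981 for the lowest FGL1-OE pair. This argues against these 10 genes as the source of the low correlation. A common shift of all other genes would hardly change a correlation, so it is not that source either. Of those 10 genes, 9 are mitochondrial, and MT-CO1 went from 1758 FPKM in NC 1 to 6333 FPKM in NC 2, while the FGL1-OE libraries lay between 4409 and 4769 FPKM.

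The gene comparison had fewer small p-values than a uniform distribution gives, with 242 genes (2.01%) under 0.05. A model with the first component of the residuals within groups, which mainly separates NC 1 from NC 2 and holds 71.3% of that variance, had 1976 genes under 0.05. The same model gave as many in 6 of the 10 splits of the libraries into 3 and 3, the real one included, with up to 5483 genes for NC 1, NC 3 and FGL1-OE 1 against the others. Each other split with as many put NC 1 and NC 2 in opposite groups, so their difference entered the contrast. Those splits therefore cannot stand for chance. The other splits that kept NC 1 and NC 2 together gave 980, 779 and 518 genes, fewer than the real one. In 50 simulations with independent noise the same model gave a median of 600 genes and at most 667. Those simulations held no component shared between genes, so they cannot say how many genes to expect here without a difference. The component was taken within groups, so fitting it leaves the group differences unchanged and lowers only the residual variance. The 1976 may therefore be too many. Whether the spread of the NC libraries hid differences between the groups stays open. So few splits cannot exclude a grouping by chance.

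The genes of Fig. 4B rose in single transcripts. Raised transcription of the whole gene is argued against by the gene table, where the largest log2 fold change of the 10 was 0.54, that of RPL29, against 3.21 for the least raised transcript. RPL29 depended on single libraries, with 1.07 without NC 2 (adjusted p = 0.194 from limma, and 0.194 to 1.00 over its alternatives) and 0.030 without NC 1. With the transcript table summed per gene, which counts the raised transcripts themselves, the largest values were 1.17 for ARPC2 and 0.81 for SSBP3. Unstable assignment of reads between overlapping transcripts is a candidate explanation. Transcripts that moved 8-fold or more while their gene stayed within 1.5-fold made up 1.95% of transcripts in pairs between groups and 2.07% in pairs within groups, a ratio of 0.942. The ratio under 1 rests on the NC pairs, which had 2.00% to 2.85%. Within FGL1-OE alone the rate was 1.77%, below that between groups. Whether the small share of sequence of their own matters cannot be told apart, since the raised transcripts had a median of 0.76% and the 42 other listed transcripts of the same genes 3.35%. A change of splicing with FGL1 stays open and was not tested.

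Of the 10 splits of the 6 libraries into 3 and 3, the real one included, 3 gave as many genes with an adjusted p-value under 0.05 as the real one, and 8 gave as many transcripts. For raised features at p 0.05 and 2-fold, counted in the larger direction, 8 splits gave as many transcripts and 5 as many genes. Each other split with as many genes put NC 1 and NC 2 in opposite groups, so it carried the difference between them. The other splits with NC 1 and NC 2 together gave 0 genes with an adjusted p-value under 0.05 and 11, 8 and 10 raised genes. Such splits did give as many transcripts, for example 423 raised with FGL1-OE 1 beside NC 1 and NC 2. Grouping by chance therefore could not be excluded for the transcript counts. So few splits cannot exclude it for the gene counts either. The split of NC 1, NC 3 and FGL1-OE 1 against the others gave 652 transcripts, against 385 in the real split.

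EGR1, IER3, FOS and DUSP1, named after their values were seen, were higher in every FGL1-OE library than in every NC library, with log2 fold changes of 1.23, 1.06, 1.02 and 0.73 and adjusted p-values of 0.294, 0.294, 1.00 and 1.00 from limma. EGR1 is 1 of the 7 genes with an adjusted p-value under 0.05 without NC 2 (adjusted p = 0.0460 from limma), and in the other fits that left out 1 library and with the GC and length trend removed its adjusted p-value was 0.259 to 1.00. The 34 other immediate early genes that could be tested had a median log2 fold change of 0.14, 26 of them rose, and fry gave an adjusted p of 0.00258 over the 2 lists. SCD and CYP51A1 were likewise higher in every FGL1-OE library, with log2 fold changes of 1.13 and 0.66 and adjusted p-values of 1.00 each from limma. The 33 other genes of sterol and fatty acid synthesis had a median of 0.36, 29 rose, and fry gave an adjusted p of 0.00137. Camera with an estimated correlation also gave unadjusted p-values under 0.05 for both lists. Both lists were chosen after the genes named here were seen. They held an adjusted p under 0.05 in each fit that left out one library. GC content as the whole cause is argued against, because the medians were 0.17 and 0.41 with the GC and length trend removed. The real split had the largest absolute median of the 10 for both lists (1 of 10 splits), which is the smallest share possible. A general rise of both lists with FGL1 overexpression may be a hypothesis to test in other cultures, since a difference of serum, density or handling between the cultures was not tested.

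Of the lists fixed in advance, none had an adjusted p-value under 0.05 over the 4 lists with fry or with camera and an estimated correlation. The median log2 fold change was 0.12 for 19 purine synthesis genes (fry adjusted p = 0.139), 0.054 for 21 genes of epithelial-mesenchymal transition (fry adjusted p = 0.170) and 0.095 for 28 interferon response genes (fry adjusted p = 0.145). Within these lists and the 28 p53 targets, 0 genes had a p-value under 0.05 adjusted over the list alone, 0 had one adjusted over all genes tested, and the unadjusted count was 0, 4, 2 and 1. IMPDH2 had a log2 fold change of 0.19 (standard error 0.15, adjusted p = 1.00 from limma).

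Among the largest changes of the gene table, WDR45B fell from 30.1 ± 2.15 FPKM (SD, n = 3) in NC to 12.1 ± 1.07 FPKM (SD, n = 3) in FGL1-OE, a log2 fold change of -1.25 (adjusted p = 0.239 from limma). Its adjusted p-value was 0.0230 with the GC and length trend removed and went from there up to 1.00 over the alternatives. The others were RTL10, HIST1H2AD, TMEM79 and TEN1 among the falls, and HSPE1-MOB4, PRR5-ARHGAP8, TIMM8B and TEN1-CDK3 among the rises. HSPE1-MOB4, PRR5-ARHGAP8 and TEN1-CDK3 span neighbouring genes, TEN1-CDK3 overlaps TEN1, and their values are uncertain because reads can be split between overlapping genes. Among transcripts, 1 each of ERGIC3, MANBAL and CLNS1A were among the largest falls after that of HDLBP, and 1 of OGDH was the largest rise outside FGL1 and the genes of Fig. 4B.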
